A study of Mus musculus with 10 samples.

How the data were processed

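RNA was sequenced from male wild-type C57BL/6 mouse preadipocytes of inguinal subcutaneous fat, in 10 libraries. Cells of 5 libraries received the vehicle DMSO and cells of 5 libraries received BPS at 2.5 µM in DMSO. Per the labels' protocols, RNA was extracted with a column kit and libraries were made with a directional Illumina kit. The exposure time, and whether replicates were separate animals or separate dishes, were not stated.

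The deposited table gave estimated counts for 107384 RefSeq transcripts, 1 column per library. The column names carried the word kallisto, per the file headers, a program that assigns reads to transcripts by pseudoalignment and splits ambiguous reads among similar transcripts. Its version, index, genome build and strand setting were not stated. The deposited estimated counts were fractional and their column totals differed, so they had not been scaled to a common depth. Each column was assigned to a sample by the library code in the labels, and 0 columns were left without a sample.

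Transcripts were assigned to genes through a RefSeq gene table of assembly GRCm38.p6, used for names only. Accessions were matched without their version number, which placed 86722 transcripts in 32903 genes and covered 93.1% of all counts. The other 20662 transcripts held 6.9% of the counts, 98.4% of them were predicted models, and they stayed out of the gene tests. Matching with the exact version covered 46184 transcripts and 72.12% of the counts, and served as an alternative. Counts were summed per gene and rounded to whole numbers. Positions are not given because the authors' build was not stated.

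Total estimated counts lay between 38200573 and 42314795 per library in DMSO and between 37920689 and 42717227 in BPS. The 20 most abundant genes took 13.4 ± 0.173% of the assigned counts in DMSO and 13.6 ± 0.316% in BPS (SD). Ribosomal RNA genes took 0.086 ± 0.012% and 0.101 ± 0.005%. Within groups, replicate pairs differed by 4.13 to 8.77 times the sampling noise (chi-square per degree of freedom over genes with at least 20 counts in both), so no library was a copy of another.

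Genes were filtered with filterByExpr, which left 14597 genes, and scaled by TMM factors between 0.9854 and 1.008. BPS was compared with DMSO by edgeR's quasi-likelihood test without covariates, with Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change is its unshrunken value divided by the square root of the test's F statistic. CPM values are the assigned counts over the TMM-scaled library size. The common biological coefficient of variation was 0.0588. Gene sets were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over 14 sets, and again with fry and with an estimated correlation. The 15th planned set, 13 genes encoded in the mitochondrial genome, was not tested because its genes were not among those tested. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and BLASTN 2.17.0.

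The sets, the 4 gene lists (adipogenesis, NRF2 antioxidant response, scavenging and production of reactive oxygen species), 4 marker lists of other cell types (macrophage, endothelial, mural and mesothelial) and the rule for naming genes were written before the data were examined. The rule named the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between the groups. It added up to 5 changed members of each list with the smallest p, and 11 genes fixed by name. In all, 1 gene that met the rule is not reported here. A further 8 lists were written after the changed genes had been seen and are used only in the closing observations.

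The code was tested on simulated counts for 14597 genes with 200 seeded changes and a log2 shift of 0.2 in the cell cycle set. Of 14466 genes tested, it recovered 98.5% of seeded log2 changes of 1, 76.9% of those of 0.6 and 46.3% of those of 0.3. Genes with neither a seeded change nor the shift made up 6.25% of calls. A seeded GC trend gave 5944 calls among those genes tested, and 1 among 13735 genes after its removal. Recovery of single-gene log2 changes under 0.3 was not measured, and the median absolute change of the called genes in the data was 0.16.

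Alternatives chosen beforehand were DESeq2 size factors, library size alone and upper-quartile scaling, 2 other filters, the DESeq2 Wald test, limma-voom, a replicate block, 1 surrogate variable, transcripts tested without summing, and leaving out each library in turn. Robust estimation, removal of each library's GC and length trend, that removal with the block, and exact version matching were chosen after the data had been seen.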

Results

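Gene expression was measured by RNA sequencing in preadipocytes, the precursors of fat cells, from the inguinal subcutaneous fat of male wild-type C57BL/6 mice. Of 10 libraries, 5 came from cells given the vehicle DMSO and 5 from cells given 2.5 µM BPS, bisphenol S, a structural analogue of bisphenol A. The study's title placed the comparison within the question of whether reactive oxygen species contribute to the adipogenic action of bisphenols. Total estimated counts per library ranged from 37920689 to 42717227, and group totals did not differ (exact two-sided permutation test, p = 0.452).

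Correlations of log CPM over the tested genes ran from 0.9895 to 0.9917 within groups and from 0.9883 to 0.9916 between groups. The first and the second principal component held 15.1% and 13.3% of the variance. The groups did not overlap on the first, where DMSO libraries scored -21.72 to -0.45 and BPS libraries 4.3 to 21.1, and overlapped on the second. The library numbers in the labels placed the 5 DMSO libraries before the 5 BPS libraries. A batch that followed this order would hold samples of 1 group only, so no within-batch value could be computed and batch and group cannot be told apart. Ddx3y, a Y-linked gene, had 89.5 ± 2.52 CPM in DMSO and 90.4 ± 3.63 CPM in BPS (SD, n = 5 each), and Xist had 2 to 9 counts per library.

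Many genes differed by small amounts between BPS and DMSO. Of 14597 genes tested, 712 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 447 of them higher and 265 lower under BPS. The median absolute log2 fold change of these genes was 0.16 and the 90th percentile was 0.45 (0.445). Only 43 of them changed by over 1.5-fold, 29 higher and 14 lower, and 9 by over 2-fold, 4 higher and 5 lower. In 620 of the 712 genes the 5 BPS values did not overlap the 5 DMSO values. Among all tested genes 6.9% did not overlap, against 0.794% given by chance for 5 against 5. The count moved most when transcripts were tested without summing them per gene, which gave 126 changed transcripts. Leaving out DMSO replicate 2 gave 449 changed genes. Higher genes made up 62.8% of the calls, but 45.9% of 728 calls when libraries were scaled by library size alone.

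**Figure D1:**
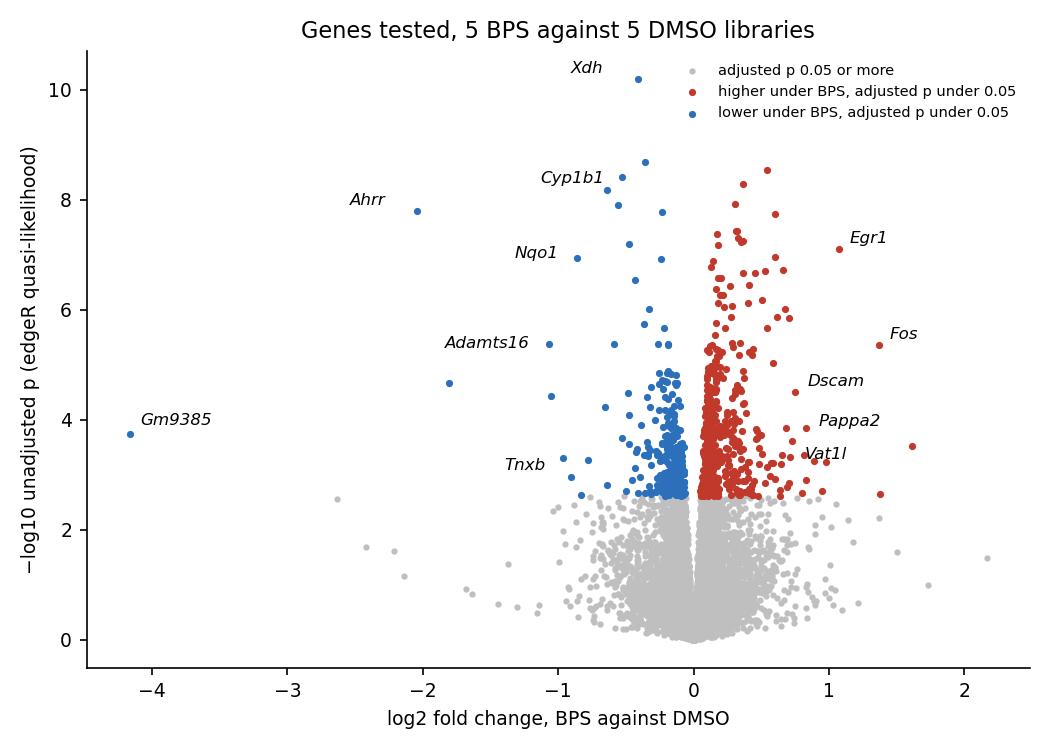
Each point is 1 of 14597 tested genes, with its log2 fold change of BPS against DMSO on the x axis and the −log10 of its unadjusted p from edgeR's quasi-likelihood test on the y axis. Red points (447) were higher and blue points (265) lower under BPS with an adjusted p under 0.05, and most of them lie within 1 log2 unit of 0.

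Genes named here were those with the largest changes among called genes with a mean CPM of at least 1 and no overlap between the groups. Fos, an immediate early gene, rose from 2.03 ± 0.291 to 5.27 ± 1.42 CPM (SD, n = 5 each), a log2 fold change of 1.37 (SE 0.17), with an adjusted p of 0.00104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Egr1, also an immediate early gene, rose from 28.4 ± 3.34 to 59.9 ± 6.93 CPM, a log2 fold change of 1.08 (SE 0.09, adjusted p = 5.69e-05 by the same edgeR test). Pappa2, Dscam and Vat1l followed with log2 fold changes of 0.83 (SE 0.15), 0.75 (SE 0.12) and 0.73 (SE 0.14). These 3 genes had 26 to 79 counts per library, and their adjusted p by edgeR were 0.00952, 0.00364 and 0.0131. Vat1l lost its call (adjusted p = 0.0684 by edgeR) when accessions were matched with their exact version.

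Among the genes that fell under the same rule, Ahrr, the repressor of the aryl hydrocarbon receptor, went from 2.04 ± 0.297 to 0.493 ± 0.0824 CPM (SD, n = 5 each), on 71 to 89 counts per DMSO library and 15 to 22 per BPS library. Its log2 fold change was -2.04 (SE 0.15), with an adjusted p of 2.37e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adamts16 had a log2 fold change of -1.07 (SE 0.13, adjusted p = 0.00104) in the same edgeR test. Tnxb fell from 17.1 ± 4.13 to 8.77 ± 2.27 CPM, a log2 fold change of -0.97 (SE 0.20, adjusted p = 0.0196 by edgeR). With exact version matching, Ahrr and Adamts16 stayed lower without passing the threshold (adjusted p by edgeR 0.13 and 0.171), and Tnxb changed direction, with a log2 fold change of 0.07 (0.074). Fos, Pappa2, Gm9385, Fabp4 and Cyp1b1 could not be tested in that alternative. Gm9385 showed the largest fall among them, -4.17 (SE 0.78, adjusted p = 0.011 by edgeR), from 88 to 202 counts per DMSO library to 0 counts in 4 BPS libraries and 35 in BPS replicate 1. It is a processed pseudogene that is 99.8% identical to Rpl24, which averaged 378 CPM, so its counts depend on how shared reads were divided and its value is uncertain. The fitted change rests on BPS replicate 1: without that library it was -9.985, and limma-voom gave -6.665 with all libraries.

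The title's question concerns adipogenesis and reactive oxygen species, so lists for both were fixed beforehand. Of the 44 adipogenesis genes, 34 were tested. Of these, 3 rose and 0 fell with adjustment over all genes, and 4 changed when adjusted over the list alone. Fabp4 rose from 3.81 ± 0.198 to 4.79 ± 0.254 CPM (SD, n = 5 each), a log2 fold change of 0.33 (SE 0.07, adjusted p = 0.0154 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf4 (log2 fold change 0.20, SE 0.03, adjusted p = 0.00229) and Fabp5 (0.16, SE 0.03, adjusted p = 0.00361) also rose in the edgeR test. Klf4 is also in the list of immediate early genes of the closing observations, so its rise does not count for adipogenesis alone. Pparg stood at 8.76 ± 0.307 CPM in DMSO and 8.73 ± 0.36 CPM in BPS, and Cebpa at 25.4 ± 1.53 and 26.2 ± 0.8 CPM. Neither difference exceeded the spread between replicates (adjusted p 0.979 and 0.617 by edgeR). Adipoq had 0 to 3 counts per library, at or under the floor of 3 counts, so a difference was not detectable at this depth. Esr1, the estrogen receptor, did not differ (log2 fold change 0.018, SE 0.056, adjusted p = 0.91 by edgeR).

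Of the 30 genes of the NRF2 antioxidant response, 27 were tested. Of these, 1 rose and 6 fell with adjustment over all genes, and 10 changed when adjusted over the list alone. Nqo1 fell from 31.9 ± 1.83 to 17.6 ± 2.23 CPM (SD, n = 5 each), a log2 fold change of -0.86 (SE 0.08, adjusted p = 7.5e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other falls were smaller. Log2 fold changes were -0.26 (SE 0.04) for Gsr, -0.14 (SE 0.02) for Gclm, -0.14 (SE 0.02) for Nfe2l2 and -0.13 (SE 0.02) for Fth1, with adjusted p of 0.00299, 0.00675, 0.00714 and 0.0112 by edgeR. Hmox1 stood at 84.8 ± 1.87 CPM in DMSO and 84.4 ± 2.2 CPM in BPS (adjusted p = 0.926 by edgeR).

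All 25 genes of the list for scavenging reactive oxygen species were tested. Of these, 1 rose and 1 fell with adjustment over all genes, and 4 changed when adjusted over the list alone. Sod3 fell from 29.4 ± 3.21 to 21.1 ± 2.07 CPM (SD, n = 5 each), a log2 fold change of -0.48 (SE 0.08, adjusted p = 0.00685 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpx1 rose, with a log2 fold change of 0.14 (SE 0.02, adjusted p = 0.00741 by edgeR). Sod2 did not differ (log2 fold change 0.019, SE 0.03, adjusted p = 0.795 by edgeR). The fall of Cat, -0.11 (SE 0.03), did not pass the adjustment (adjusted p = 0.0713 by edgeR). It passed when BPS replicate 1 was left out (adjusted p = 0.00914 by edgeR) and in the DESeq2 Wald test (adjusted p = 0.0287).

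Of the 23 genes for producing reactive oxygen species, 17 were tested. Of these, 0 rose and 2 fell with adjustment over all genes. When adjusted over the list alone 3 changed, 1 higher and 2 lower. The higher one was Duox1, with a log2 fold change of 0.55 (SE 0.16). Its adjusted p by edgeR was 0.0298 over the list and 0.0772 over all genes. Xdh had the smallest p of all genes. It fell from 129.3 ± 2.2 to 97.3 ± 1.73 CPM (SD, n = 5 each), a log2 fold change of -0.41 (SE 0.02, adjusted p = 9.18e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp1b1 fell from 587.5 ± 28 to 376.8 ± 23.7 CPM, a log2 fold change of -0.64 (SE 0.04, adjusted p = 1.59e-05 by edgeR). Together the 4 lists gave 14 changed genes, and 11 to 18 under the alternatives.

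**Figure D2:**
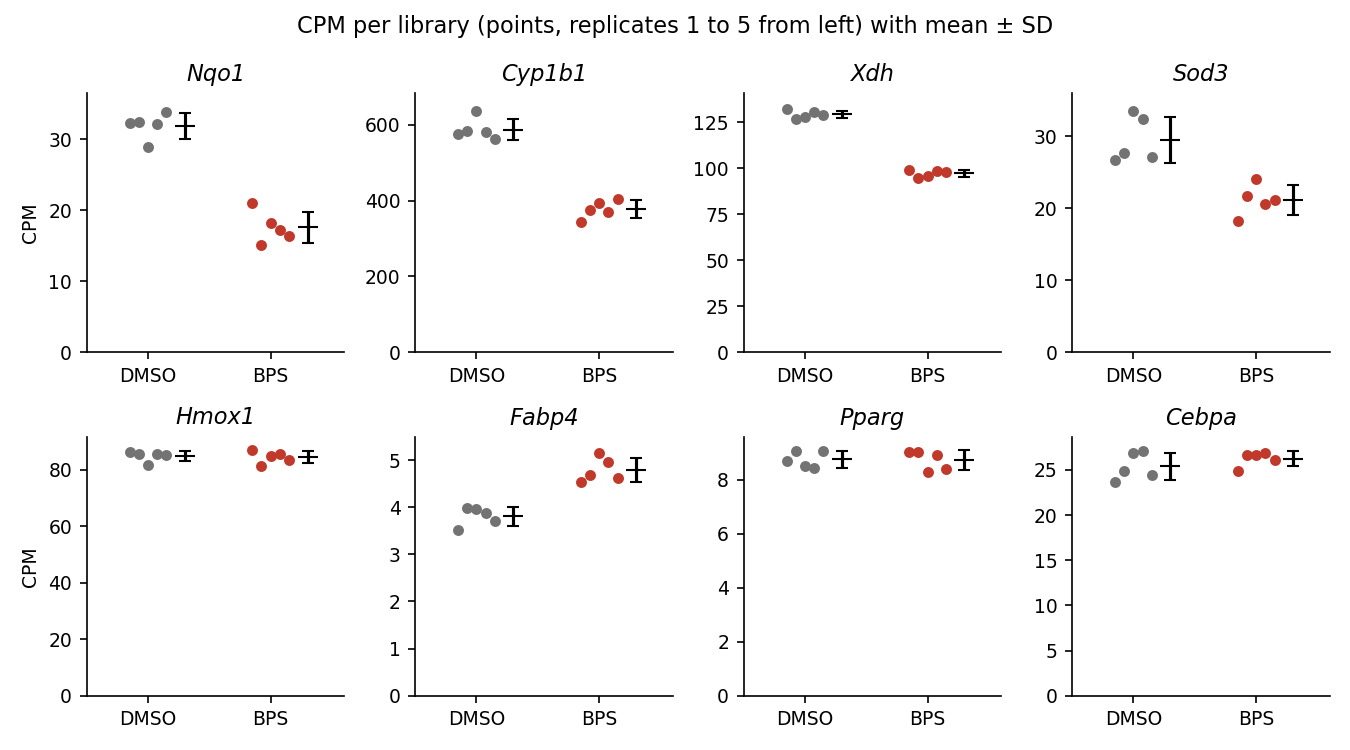
CPM per library (y axis, from 0) of 8 genes in 5 DMSO libraries (grey) and 5 BPS libraries (red), with the mean and SD beside the points. Nqo1, Cyp1b1, Xdh and Sod3 were lower and Fabp4 higher in each BPS library than in each DMSO library, while Hmox1, Pparg and Cebpa overlapped.

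Of 14 gene sets, 10 had an adjusted p under 0.05 in camera with its preset correlation. The interferon response had the smallest, 1.36e-15, with all 26 genes lower and a median log2 fold change of -0.29. In cholesterol synthesis 19 of 20 genes were higher (median 0.09, adjusted p = 6.88e-09 by camera). In the cell cycle set 21 of 30 genes were lower (median -0.12, adjusted p = 9.16e-08 by camera). Extracellular matrix genes (median 0.03, 23 of 30 higher) and ATF4 and unfolded protein response genes (median 0.06, 22 of 25 higher) moved up, with adjusted p by camera of 3.82e-05 and 4.19e-05. The NRF2 set moved down (median -0.04, 18 of 27 lower, adjusted p = 4.19e-05 by camera). The set for producing reactive oxygen species was called down (adjusted p = 0.00239 by camera), although 12 of its 17 genes were higher and its median was 0.04 (0.035). Its only members called over all genes were Xdh (-0.41) and Cyp1b1 (-0.64), both lower. The set was not tested without these 2 genes, so its direction may rest on them and does not show a fall of the set as a whole.

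The remaining called sets were near the threshold, and each lost its call under several alternatives. They were preadipocyte identity (up, median 0.01, 12 of 18 genes higher, adjusted p = 0.0366), glycolysis and hypoxia (down, median -0.01, 18 of 25 lower, adjusted p = 0.0407) and adipogenesis (up, median 0.02, 21 of 34 higher, adjusted p = 0.04997), all by camera. For the adipogenesis set these were most of them, with adjusted p of 0.00198 to 0.141. Estrogen response (up, 10 of 11 genes higher, adjusted p = 0.0579), nuclear-encoded oxidative phosphorylation (0.47), scavenging of reactive oxygen species (0.68) and glucocorticoid response (0.804) were not called by camera. Estrogen response passed the threshold when DMSO replicate 3, DMSO replicate 4 or BPS replicate 2 was left out (adjusted p by camera 0.04098, 0.04038 and 0.04502) and with 1 surrogate variable (0.03756). Under fry, 9 of the 10 calls held, glycolysis and hypoxia was lost (adjusted p = 0.228) and estrogen response was gained (adjusted p = 0.00374). With the correlation estimated from the data, camera called 0 sets, with a lowest adjusted p of 0.117.

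**Figure D3:**
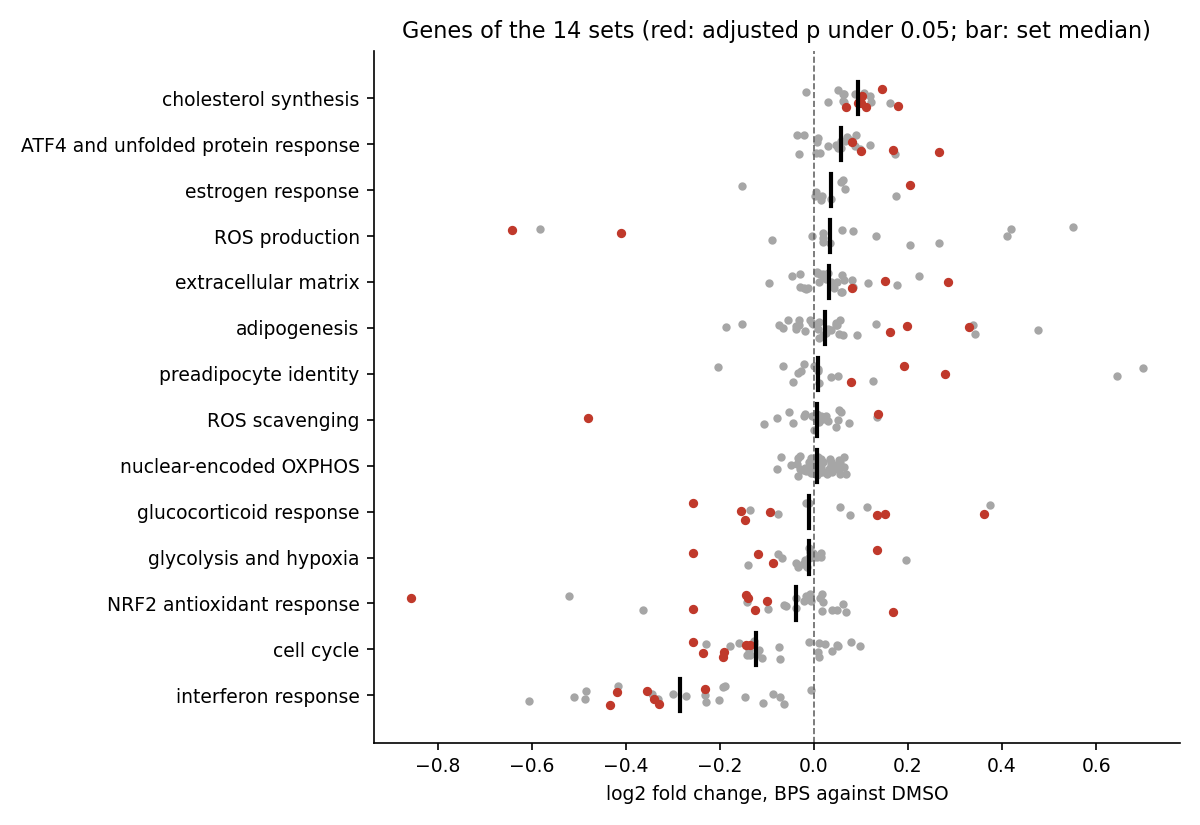
Each point is a gene of 1 of the 14 sets, placed by its log2 fold change of BPS against DMSO on the x axis. Red points had an adjusted p under 0.05 over all genes, and black bars mark set medians, which run from -0.29 for the interferon response to 0.09 for cholesterol synthesis.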

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

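The tests on DMSO replicate 3 and on transcripts without a gene were chosen after the results had been seen, while the sequence comparison of Gm9385 was set beforehand. Of 74 groups of 5 values, 3 had a library that stood apart by Dixon's criterion at the 95% level, against 3.7 that chance gives, so the 3 below are no more than chance would bring.

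Of these, 2 concern DMSO replicate 3. Cyp1b1 stood at 635.7 CPM there and at 563.1 to 583.3 CPM in the other DMSO libraries. Hmox1 was low, at 81.5 CPM against 85.26 to 86.11 CPM. A library that deviates as a whole would be the farthest from its group over all genes. DMSO replicate 3 was not: its mean chi-square per degree of freedom to the other DMSO libraries was 4.95, and that of DMSO replicate 1 was 5.06. DMSO replicates 2, 4 and 5 had 4.53, 4.88 and 4.77. These values lie close together, so they do not exclude a deviation of the whole library. The call for Cyp1b1 held without this library. What set these 2 values apart stays open, chance included, and no biological explanation was tested because the library shares its group with the others.

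Gm9385 had 0.8777 CPM (35 counts) in BPS replicate 1 and 0 counts in the other 4 BPS libraries. Its sequence was 99.788% identical over its whole length to Rpl24, which averaged 378.22 CPM against 3.43 CPM of Gm9385 in DMSO. A candidate explanation for the fall, and for the lone BPS value, is the division of reads between near-identical transcripts, since a small share of Rpl24 reads would suffice. The sequence match could have been absent and was not, but it does not exclude a change of the pseudogene itself. In the DESeq2 Wald test the gene was not called (adjusted p = 0.124, with adjusted p of 0.000435 to 0.124 over the alternatives). Without BPS replicate 1 the remaining BPS libraries held 0 counts and the fitted log2 fold change moved from -4.17 to -9.985, so its size is not determined by these libraries.

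Transcripts that could not be assigned to a gene were left out of the gene tests. Tested as transcripts, 5 of 6328 of them changed, 3 higher and 2 lower, or 0.079%, against 0.387% of the transcripts with a gene. The 5 did not overlap between groups. Their names are not given because their genes are not known here. One of them had 0 CPM in BPS and 0.633 CPM in DMSO, and the others had log2 fold changes between -0.14 and 0.61. At an adjusted p of 0.05, 6.3 false calls are allowed among the 126 changed transcripts, so some or all of the 5 may be false calls, and these cannot be told apart from an effect of BPS.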

How the results depend on the processing

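Under each gene-level alternative but exact version matching, all of the 712 changed genes that were still tested kept their direction. With exact version matching 620 of 628 kept it. The number of changed genes stayed within 1.5 times of the original under the scaling, filter, DESeq2, voom, surrogate variable, robust and GC alternatives without a block, from 550 without a filter to 949 with DESeq2. Of the 712, 540 and 679 were shared with these. Higher genes were 62.8% of the calls originally and 45.9% with library size alone.

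The following alternatives moved the count further, by more than 1.5 times. Transcripts tested without summing gave 126, 91 higher and 35 lower. Of these, 5 had no gene, and the others lay in 119 genes, of which 102 were among the 712. Splitting counts among transcripts lowers the depth per test and raised the number of tests to 37588. Exact version matching gave 328, 211 higher and 117 lower, with 11761 genes tested and 310 shared calls. With the replicate block it was 374, 234 higher and 140 lower. The labels do not say that the replicate number marks a shared animal or batch. Over all genes, deviations of libraries with the same number correlated at 0.10, 0.004, -0.067, 0.072 and -0.078. These values give no sign of a strong pairing over all genes. Libraries with different numbers were not compared in this way, so a weak pairing, or one in some genes, stays open. The block used degrees of freedom. With the block and the GC and length trend removed the count was 489, within 1.5 times of the original. Under the block the number of NRF2 list genes was 4 in place of 7.

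The 10 fits that each left out 1 library gave 449 to 774 changed genes, 282 to 464 higher and 161 to 310 lower, sharing 434 to 592 with the 712. The count fell by more than 1.5 times without DMSO replicate 2 (449), BPS replicate 2 (462), BPS replicate 3 (465) and BPS replicate 4 (462). It was highest without BPS replicate 1 (774). Fewer libraries lower the power of each test, which the gain without BPS replicate 1 goes against. The number of changed list genes ran from 12 to 18 in these fits, and the number of sets from 7 to 11.

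The set calls depended on the correlation assumed between genes. With an estimated correlation 0 sets were called, with adjusted p of 0.1168 for adipogenesis, 0.1235 for NRF2 and 0.1168 for production of reactive oxygen species. At 5 against 5 libraries this estimate rests on few degrees of freedom. The adipogenesis set, at 0.04997, also lost its call with upper-quartile scaling (0.05157), the CPM filter (0.0522), the replicate block (0.09163), 1 surrogate variable (0.05345), robust estimation (0.05484), GC and length correction (0.08416, and 0.141 with the block) and exact version matching (0.1026). It ran from 0.03037 to 0.0801 when single libraries were left out. The cause was not tested, and a value this near the threshold is not a firm call. Glycolysis and hypoxia, at 0.0407, lost its call with fry (0.2284), upper-quartile scaling (0.05157), the CPM filter (0.0522) and the block (0.05582), and in 6 of the 10 fits that left out 1 library (up to 0.1423, without BPS replicate 1). Preadipocyte identity, at 0.0366, lost it with library size alone (0.09016), the CPM filter (0.07379), GC and length correction (0.06337, and 0.05987 with the block), and without DMSO replicate 2 (0.0582) or DMSO replicate 5 (0.0833). Both also lost it with the estimated correlation (0.5205 and 0.1168). Estrogen response, at 0.0579, gained a call with fry (0.003738), with 1 surrogate variable (0.03756), and without DMSO replicate 3 (0.04098), DMSO replicate 4 (0.04038) or BPS replicate 2 (0.04502).

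Some differences near 0 changed direction without being called in either case, and the cause was not tested. These were the scavenging set with the block (adjusted p = 0.9957, and 0.8197 with GC correction), the oxidative phosphorylation set with GC correction (0.8897, and 0.8422 with the block), the glucocorticoid set with 1 surrogate variable (0.8185) and Ddx3y with library size alone (-0.001). Leaving out libraries gave adjusted p of 0.3407 to 0.9598 for the scavenging set, 0.1783 to 0.9444 for oxidative phosphorylation and 0.42 to 0.9958 for the glucocorticoid set. It gave log2 fold changes of -0.018 to 0.013 for Pparg, -0.011 to 0.028 for Ddx3y, -0.029 to 0.05 for Esr1 and -0.02 to 0.007 for Hmox1. Tnxb, lower in the other alternatives, reversed with exact version matching (0.074, adjusted p = 0.9807), where the cause was not tested. Fos, Pappa2, Gm9385, Fabp4 and Cyp1b1 were not among the genes tested with exact version matching, so that alternative gives no value for these 5.

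Over the 639 alternative values of named genes, 6 were weaker, 2 stronger and 10 reversed. Over 230 for the 10 sets without a list of their own, 23 were weaker, 5 stronger and 6 reversed. Over 92 counts for the 4 lists, 4 moved by more than 1.5 times. Depth limited Adipoq (0 to 3 counts) and Xist (2 to 9 counts), which were not tested, and Ahrr in BPS (15 to 22 counts).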

Other observations

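Tests of GC content and of drift along the library numbers were set before their results were seen. The other tests in this part were chosen after, and the rule of the target-list tests was changed from the unadjusted to the adjusted fry p after both had been seen, which moved NRF2 across the threshold. Genes named here beyond the rule were chosen after their values were seen.

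Other splits of the 10 libraries did not give as many genes. Of 100 of the 126 possible splits into 5 and 5, the real split included, 1 gave as many changed genes, and the others gave at most 5 with a median of 0. For the 4 lists, 1 of 100 gave as many changed genes and the others gave 0. For gene sets, 2 of 100 gave as many called sets, the real split and 1 other with 10, and the remaining ones reached 8. The 99 other than the real split had a median of 3. Each of these swapped 1 or 2 libraries between the groups, so part of the real difference stayed in them. Whether their set calls came from that part or from the preset correlation of camera was not tested. A trend of GC content and length between libraries is argued against as the whole cause, since 93.7% of the 703 changed genes with such values stayed called with the trend removed. Library totals did not separate the groups (exact two-sided permutation p = 0.452). Handling or a library batch that follows the group cannot be told apart from BPS: in 0 of the pairs of a BPS and a DMSO library did the BPS library have the lower number.

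Ahrr, Nqo1, Cyp1b1 and Xdh fell together, and a candidate explanation is lower activity of the aryl hydrocarbon receptor, which these genes are taken to report. A list of 18 other targets, of which 14 were tested, did not fall (median log2 fold change 0.04 (0.038), 6 lower, adjusted p by limma's fry = 0.746). Its members went both ways, 2 called higher and 2 called lower, so the list decides little and the explanation stays open. Inmt and Slc7a5 rose and Selenbp1 and Nfe2l2 fell.

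Lower NRF2 activity is another candidate for Nqo1. Among 18 other NRF2 targets 12 were lower (median -0.02, -0.019), with a fry p of 0.047 and an adjusted fry p of 0.0627. That list left out other members of the fixed list, such as glutathione transferases and Nfe2l2, by no rule set beforehand. All 26 other tested members of the fixed list gave a fry p of 0.021, 17 of them lower. Both unadjusted p lay under 0.05 and the adjusted one did not, and members went both ways. Gsta3 (-0.52) and Gsta4 (-0.36) of the fixed list fell, at 0.485 and 1.51 CPM in DMSO, without passing the adjustment over all genes (adjusted p = 0.202 and 0.0939 by edgeR). Adjusted over the list alone, Gsta4 passed (adjusted p = 0.0228 by edgeR) and Gsta3 did not (adjusted p = 0.066 by edgeR). Gsr (-0.26) passed it, Slc7a11 rose (0.17), and Hmox1 (-0.006) did not differ. The tables leave the explanation open.

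Contractile genes rose under BPS. In the mural marker list, 6 of 10 tested genes were called, all higher. Acta2 (log2 fold change 0.37, adjusted p = 1.48e-05 by edgeR), Tagln (0.32, adjusted p = 4.18e-05 by edgeR), Cnn1 (0.68, adjusted p = 0.00032 by edgeR) and Des (0.66, adjusted p = 0.000106 by edgeR) were among them. A higher share of mural cells would raise contractile and non-contractile markers alike. Contractile markers rose by 0.448 and the others by 0.16, a difference of 0.289 on the log2 scale. The markers were divided after the rise of the contractile ones had been seen, so this difference does not exclude a higher share of mural cells, which stays open. Mcam and Cspg4, which are not contractile, were also called higher. Macrophage and endothelial markers gave no rise: of 10 tested macrophage genes 0 changed (0 at an unadjusted p under 0.05), and of 12 tested endothelial genes 0 changed (0 at an unadjusted p under 0.05). Of 4 tested mesothelial genes 1 changed, Krt19 (0.27, adjusted p = 0.0367 by edgeR), and 3 had an unadjusted p under 0.05, of which Krt19 and Bnc1 (0.30) were higher and Wt1 (-0.59) was lower.

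Target lists that left out the contractile genes named above were tested as sources of the contractile rise. The lists were written after the changed genes had been seen, so their p values are not independent support. SRF targets rose, 21 of 22 (median 0.10, 12 called higher, adjusted p by limma's fry = 3.76e-05), and so did YAP-TEAD targets, 16 of 18 (median 0.05 (0.045), 2 called higher, adjusted p by limma's fry = 0.00987). TGF-beta targets did not pass (10 of 17 higher, adjusted p by limma's fry = 0.113). The results are consistent with higher SRF-dependent transcription as a hypothesis. YAP-TEAD and SRF programmes overlap and were not separated, and a batch or a difference in cell density or handling between the groups stays open for both.

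Immediate early genes were higher, 14 of 17 (median 0.20, 10 called higher and Ier3 called lower, adjusted p by limma's fry = 3.76e-05). Their set includes Fos, Egr1, Ier2 and Zfp36, which were seen to rise before the list was written. If their rise were a gradual drift along the library numbers, the mean of these 4 genes would also climb within groups. It did not: the mean slope was -0.009 log2 units per library, against 0.159 needed (exact two-sided permutation p = 0.762). A step between the groups, such as a difference in handling at harvest, cannot be told apart from BPS.

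Interferon response genes were lower in 26 of 26. Their mean log2 CPM was 4.835 ± 0.103 in DMSO and 4.553 ± 0.143 in BPS (SD, n = 5 each; exact two-sided permutation p = 0.00794, the smallest that 5 against 5 allows). No library decided it: over the 10 fits that each left out 1 library the adjusted p by camera was at most 1.49e-12 and the median ran from -0.356 to -0.235. With an estimated correlation the set was not called (0.1168). No biological cause was tested.

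In the cell cycle set, mitotic genes fell and replication genes did not. Mki67 (-0.19, adjusted p = 0.0155), Nusap1 (-0.26, adjusted p = 0.00225) and Top2a (-0.14, adjusted p = 0.0236) were lower by edgeR's quasi-likelihood test. Mcm2 (0.10, adjusted p = 0.165) and Pcna (0.008, adjusted p = 0.889) did not pass the adjustment over all genes in that test. Adjusted over the cell cycle set alone, Mcm2 was higher (adjusted p = 0.0442 by edgeR) and Pcna did not differ (adjusted p = 0.706 by edgeR). The difference between the 2 groups of genes was not tested.

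Leaving out BPS replicate 1 raised the number of changed genes to 774, when the other 9 fits gave 449 to 575. Over all genes it was also the BPS library farthest from its group, with a mean chi-square per degree of freedom of 7.2 to the other BPS libraries, against 4.71 to 5.91 for the others. On genes called without it, it lay at 0.667 of the way from DMSO to the other BPS libraries. The other BPS libraries, treated alike, lay at 0.792 to 0.925, DMSO replicate 1 at 0.634 and the other DMSO libraries at 0.779 to 0.95. Regression to the mean of genes chosen on the other libraries would lower each library, and most were lowered less. On genes changed by under 2-fold, a measure chosen after the values had been seen, BPS replicate 1 lay at 0.804, within the 0.784 to 0.88 of the other BPS libraries. These values do not settle the explanation. Carry-over of DMSO material was given 2 tests. The first test compared rising with falling genes (0.273 apart in BPS replicate 1, -0.24 to 0.095 in the other BPS libraries) and was replaced, since on the log scale carry-over need not shrink both alike. The second was set after values of a similar calculation had been seen. The share to be tested was set at 0.333 from the position of 0.667. The position was measured on the log scale and the share on the CPM scale, so the share that the position needs may differ. At a share of 0.333, 131 genes called without the library had a shift above 2 SDs of the other BPS libraries. They implied a median share of 0.081 (quartiles -0.24 and 0.575), and 56 of them (42.7%) lay beyond the mean of the other BPS libraries, away from DMSO. The named genes that fell went both ways in BPS replicate 1. Cyp1b1 at 342.6 CPM and Ahrr at 0.3762 CPM were lowest there among the BPS libraries, as were Adamts16, Tnxb, Sod3 and Gclm. Nqo1 at 21.01 CPM, Nfe2l2 at 190.3 CPM, Fth1 at 967.4 CPM and Xdh at 99.13 CPM were highest there, towards DMSO, as was Gm9385. The named genes therefore decide little. The 56 genes beyond the mean of the other BPS libraries argue against an even share of 0.333, which may not be the share that the position needs. The rule asked for an upper quartile under 0.333, which was not met, so the test was left undecided, and a smaller share stays open.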
